A study of Mus musculus with 3 samples. Its data were reported in "Gene Expression Programs of Mouse Endothelial Cells in Kidney Development and Disease" (2010).

How the data were processed

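RNA of sorted Tie2-GFP positive glomerular endothelial cells was amplified in a single round and hybridised to Affymetrix Mouse Gene ST arrays, with 1 array per kidney and 3 arrays in all. The submitters' processing notes name Affymetrix Expression Console, with no version given in the sources used here, and the study names RMA (background correction, quantile normalization and summary of probes by median polish) for its own analysis. The values used here are the log2 signals per probe set that the authors deposited. They range from 1.39 to 14.40, with like medians on the 3 arrays. Which arrays were normalized together is not given in the sources used here, so a level may depend on arrays outside these 3, and the deposited scale need not be the raw scale on which the study set its filter of 100. The number of arrays limits the precision. No other column of values was used.

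Probe sets were named through the platform annotation. Of 35557 probe sets, 21789 name 1 gene, 1621 name several and 12147 are not named there. Only those that name 1 gene were tested, and they stand for 19938 genes, 999 of them with several probe sets. Symbols were matched by Entrez identifier to the RefSeq annotation of the mouse assembly GRCm38.p6, where 21698 probe sets matched and 91 did not, and no symbol changed. For a gene with several probe sets, the probe set with the highest mean level was taken for the lists. Of the probe sets that are not named, 1483 (12.2%) had at least 100 on all arrays, and these were left out. Coordinates are not given, because the build of the array annotation is not named.

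All 3 arrays form 1 group, so each probe set was tested against a level and not between groups. limma 3.58.1 in R 4.3.3 was fitted with an intercept only, and the moderated statistic compared the mean log2 value with log2 of 100 (6.64), two-sided, with Benjamini-Hochberg adjustment over the 21789 probe sets and a threshold of 0.05. The number 100 is that of the filter in the study's methods, which was set on raw values in 3 samples. Because 54.1% of these probe sets had identical values on all 3 arrays (within 1e-09), limma's variance prior rests on variances of 0. A second fit, chosen after seeing the data, took the prior from the 4406 probe sets with 3 distinct values (prior SD 0.288, prior degrees of freedom 2.03), and the text calls it the other variance prior. It called 3451 probe sets above, 15803 below and 2535 neither. The fits were tested on simulated data with 100 probe sets at each known distance from the level, among 21789. With the observed share of ties, probe sets placed exactly at the level were called above in 24% and below in 27% by the first fit, and in 4% and 7% with the other prior. At a distance of 1 log2 above, 83% and 88% were called above, and at 2 log2 above 96% and 99%.

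The 25 gene lists, of cell types, functions and genes discussed by the study, were fixed before the data were examined. They are endothelial identity, endothelial transcription factors, embryonic endothelial transcription factors, glomerular, medullary and diabetic nephropathy genes named by the study, ligands, receptors, leukocyte adhesion, coagulation control, basement membrane, caveolae, arterial and lymphatic endothelium, cell division, podocyte, mesangial and smooth muscle, proximal tubule, distal nephron, leukocyte, red cell and platelet, dissociation, ubiquitous, other organs and sex-linked genes. The glomerular and medullary lists hold the genes that the text of the study names. The longer lists from its screens, with 12 and 13 different genes, were added after the data were seen. In the medullary screen Mir99ahg is entered with 2 probe sets and was counted once. Members were counted as called above, below or neither. In the first fit, counts above and below adjusted over the list alone were the same as those adjusted over all probe sets, with few exceptions. These were that 3 rather than 4 arterial genes were above and 8 rather than 9 basement membrane genes below. A list median was placed among 10000 random lists of the same size, as a description without a p-value, and the median shift of a list on an array, its deviation from the mean of the 3 arrays, among 10000 random lists drawn from the same 20 bins of mean level. The shift was tested on simulated data by adding known shifts to 200 random lists of each size. With no shift added, 2% of lists of 7 genes fell in the upper tail. Random lists hold many genes with identical values on all arrays, against 0 of 7 glomerular and 1 of 13 arterial genes. The matching was on mean level and not on spread, so the 2% need not hold for such lists.

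Genes are named by a rule fixed before the data were examined: Tek, the first 4 genes of each list, all members of the glomerular and diabetic nephropathy lists with Meis1, members of other cell type lists called above the level (at most 5 per list), endothelial identity genes not called above, and the 10 probe sets with the widest range between arrays among those with at least 100 on any array. Genes outside the rule are given as examples or as exceptions to a count. Selp, Serpina3g, Serpine2, Hba-a1, Hbb-b1, Ccnb1, Gapdh, Ren1 and Ddx3y, among others, have no probe set here that names them alone and were not analysed. Alternatives were other levels: 50, 200, the olfactory receptor percentile and 32.9, which is near the median of the probe sets tested. Others were the filter rule without a test, no variance moderation, quantile normalization, centring of arrays and all probe sets. Also tried were the probe set with the lowest mean, only probe sets of at least 100 on all arrays, and leaving out each array. Calculations outside R used Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9.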

Results

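Gene expression was measured in endothelial cells of the adult mouse glomerulus, the capillary tuft that filters the blood. The cells came from Tie2-GFP mice, in which the promoter of the endothelial receptor gene Tek (Tie2) drives green fluorescent protein, and were taken by fluorescence activated sorting from sieved and dissociated glomeruli. There were 3 arrays, replicates 1, 3 and 5, each from 1 adult kidney, and all form 1 group. The design therefore holds no comparison between groups. The first question that can be asked is which genes were measured above a detection level of 100 on the deposited scale. The others are whether transcripts of other kidney cell types were measured beside them, and how far the arrays differ from each other. The study used the number 100 as its filter on raw values. Levels below are means of log2 values ± SD over the 3 arrays (n = 3), and the detection level is 6.64 on that scale. On replicates 1, 3 and 5, the median over all 35557 probe sets was 4.85, 4.80 and 4.79.

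Markers of endothelium were measured far above the detection level. Tek itself had a level of 10.65 ± 0.43 (adjusted p = 0.00118). Pecam1 and Cdh5, adhesion molecules of endothelial junctions, had levels of 10.26 ± 0.21 and 10.75 ± 0.32, and the VEGF receptor gene Kdr one of 10.51 ± 0.87. Of the 24 genes in the endothelial identity list, 17 were called above the level, 4 below and 3 neither, and the largest adjusted p among those above was 0.00711 (Kdr). Tie1, the receptor related to Tek, was closer to the level at 7.63 ± 0.05. The list median was 9.35, at percentile 100 of 10000 random lists of the same size, and 14 of its genes are also in other lists.

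The endothelial genes that were not called above the level included several that are used as general endothelial markers. Vwf, which encodes von Willebrand factor, and Plvap, the diaphragm protein of fenestrae and caveolae, were below it, at 5.33 ± 0.11 and at 5.45 on each array. Robo4 at 6.61 and Clec14a at 6.31 ± 0.01 were also called below, and both calls were lost, with adjusted p = 0.773 and 0.0541, when the variance prior came from probe sets with 3 distinct values. Nos3, endothelial nitric oxide synthase, lay at the level with 6.62 ± 0.31. Cldn5, a tight junction gene, and Cd93 varied between arrays, with 6.89 ± 1.42 and 8.53 ± 1.51. Both were highest on replicate 3, where Cldn5 reached 8.53 and Cd93 10.17. Cd93 was called above only with the other variance prior (adjusted p = 0.0444, against 0.116).

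Transcription factors of endothelium were split. Of 18 in the list, 8 were called above the level, 7 below and 3 neither. Erg, an ETS factor of endothelial identity, was at 8.59 ± 0.09, Sox17 at 8.40 ± 0.27 and the flow-responsive factor Klf2 at 7.78 on each array. Gata2 was at 6.75 on each array, and its call above the level was lost with the other variance prior (adjusted p = 0.436). Below the level were Nr2f2, a factor of venous identity, at 5.77 and Heyl at 4.65. The list median of 6.53 was at percentile 99.6 of random lists. Among probe sets of at least 100 on all arrays it was at percentile 52.2, which leaves out the members under 100. The 15 transcription factors that the study named for embryonic kidney endothelium were mostly present in these adult cells: 12 were called above the level, 2 below (Bcl6b and Elf4) and 1 neither (Rnf141). Epas1, the hypoxia-inducible factor of endothelium, was at 10.78 ± 0.13, Fli1 at 9.26 ± 0.04, Ets1 at 7.81 on each array and Sox18 at 7.92 on each array. The study drew this list from embryonic cells, which were not analysed here, and 1 of its genes (Erg) is also in the list of endothelial transcription factors. Its median of 8.59 was at percentile 100.

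The genes that the text of the study names for glomerular endothelium, which are part of a longer list from its screen, were measured on nearly every array at levels above 100. The sodium channel gene Scn7a was at 7.55 ± 0.31, the endosomal transport gene Ehd3 at 10.37 ± 0.77, Gata5 at 8.07 ± 0.58 and Sema5a at 9.28 ± 0.14. Adamts5, a metalloprotease gene, was at 8.19 ± 0.34 and Nostrin, which encodes a binding partner of endothelial nitric oxide synthase, at 9.42 ± 0.57. These 6 of 7 genes were called above the level, with the largest adjusted p at 0.0283 for Gata5. Gimap3 was called neither, at 7.01 ± 0.36 (adjusted p = 0.167). Their median of 8.19 was at percentile 99.9 of random lists. The screen lists 12 genes, and of the 11 measured, 8 were called above, 1 below (Cnmd at 6.29 ± 0.16) and 2 neither, with a median of 8.12 at percentile 99.97. With the other variance prior 9 were above and 2 neither. That longer list was added after the data were seen. The study chose the list, possibly on these same arrays, so its level is not independent evidence. All 7 were lowest on replicate 3, and without replicates 1, 3 or 5 between 4 and 7 were called above.

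Genes that the text of the study names for medullary endothelium, again the study's own choice, were not called above the level. Of 8 measured, limma called 6 below and 2 neither. The longer list from the medullary screen, added after the data were seen, has 13 different genes, because Mir99ahg is entered there with 2 probe sets. Of these genes, 6 are among the 8, and 12 were called below and 1 neither. Igf1 was at 3.94 on each array, Angpt2, an antagonist of Tek signalling, at 4.74 ± 0.09 and Tll1 at 3.25 on each array. The fatty acid receptor gene Cd36 was called neither, at 7.16 ± 1.14, with 7.80, 5.85 and 7.84 on replicates 1, 3 and 5, and so was the apelin receptor gene Aplnr, at 6.68 ± 0.21.

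Of the genes that the study discussed for diabetic nephropathy, 23 were measured, with 2 called above the level, 15 below and 6 neither. The study chose these genes, possibly on these same arrays, so their levels are not independent evidence, and 13 of the 26 listed are also in other lists. Thbd, which encodes the anticoagulant receptor thrombomodulin, was at 9.60 ± 0.32 (adjusted p = 0.00126), and Bmp6 at 8.29 ± 0.30 (adjusted p = 0.00431). Neither call could be made for Vcam1 at 5.60 ± 0.99, Tgfb1 at 6.67 ± 0.12, Aplnr at 6.68 ± 0.21, Nos3 at 6.62 ± 0.31, the capillary lipase anchor Gpihbp1 at 7.04 ± 1.29 and Tgfb2 at 7.99 ± 1.09. Tgfb2 was called above with the other variance prior (adjusted p = 0.0487), but not when adjusted over the list alone (adjusted p = 0.0549). The complement regulator Cd55 was below at 5.53 ± 0.14, as was Esm1 at 5.43 ± 0.17. So were Icam1 at 5.73 and Sele at 4.97 ± 0.39, leukocyte adhesion molecules of activated endothelium. Apln was at 5.11, Nos1 at 4.48, Nos2 at 5.14 ± 0.14, Bmper at 5.55, Smad3 at 5.83, Tgfb3 at 4.50 ± 0.03, Adamts9 at 5.88 and Fabp7 at 3.47, all called below. The phosphodiesterase genes Pde7b at 3.67, Pde4b at 5.24 and Pde4d at 5.58 were below as well. These calls hold on the deposited scale, which need not be the scale of the filter in the study.

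Receptors of endothelial signalling were measured above the level more often than ligands. Of 44 receptor genes, 22 were called above, 20 below and 2 neither; of 36 ligand genes, 6 were called above, 19 below and 11 neither. With the other variance prior 20 receptor genes were above, 17 below and 7 neither, and 8 ligand genes were above, 19 below and 9 neither, which narrows the gap. Adjusted over each list alone with that prior, 20 receptor genes but only 6 ligand genes were above. The difference between these shares was not tested. Nrp1, a VEGF co-receptor, was at 11.21 ± 0.74, the BMP receptor gene Acvrl1 at 8.61 on each array and the endothelin receptor gene Ednrb at 10.53 ± 0.63. Notch4 was at 6.58 on each array, and its call below the level was lost with the other variance prior (adjusted p = 0.649). Among ligands, Vegfa was at 7.55 on each array. Pdgfb at 7.20 ± 0.34, the Notch ligand Dll4 at 6.35 ± 0.19 and Edn1, which encodes endothelin 1, at 7.46 ± 0.86 were called neither. Pdgfb was called above with the other variance prior (adjusted p = 0.0428), but not when adjusted over the list alone (adjusted p = 0.052). The median of the receptor list, 6.74, was at percentile 100 of random lists and that of the ligand list, 5.96, at percentile 99.1. Among probe sets of at least 100 on all arrays, the ligand list turned to percentile 32.6. That value leaves out the members under 100, so it does not place the whole list. Other lists hold 15 of the receptor genes and 11 of the ligand genes.

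Genes of coagulation control and of caveolae were mostly above the level. Of 14 coagulation genes, 8 were called above and 6 below. Besides Thbd, those above included Procr, the protein C receptor gene, at 7.45 ± 0.31, Tfpi, which encodes the tissue factor pathway inhibitor, at 7.72 ± 0.23 and Plat, tissue plasminogen activator, at 10.09 ± 1.35. Of 12 genes for caveolae and the fenestral diaphragm, 9 were called above, among them Cav1 at 8.77 ± 0.03 and Cavin2 at 9.40 ± 0.11, with Plvap and Cavin1, at 5.90 ± 0.32, below. Among 14 leukocyte adhesion genes 6 were called above, 7 below and 1 neither. Icam2, which resting endothelium carries, was at 9.31 ± 0.27, whereas Icam1 was below the level. Of 16 basement membrane genes 3 were called above, 9 below and 4 neither, and their median was at percentile 98.7 of random lists. Among probe sets of at least 100 on all arrays it was at 9.85, which leaves out the members under 100. Col4a1 at 6.30 and Col4a2 at 6.16, the collagen IV chains of vessels in general, and Lama5 at 6.39 were called below, each on the same value on all arrays, and Hspg2 was called neither at 6.76 ± 0.15. The call of Lama5 was lost with the other variance prior (adjusted p = 0.109).

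**Figure D1:**
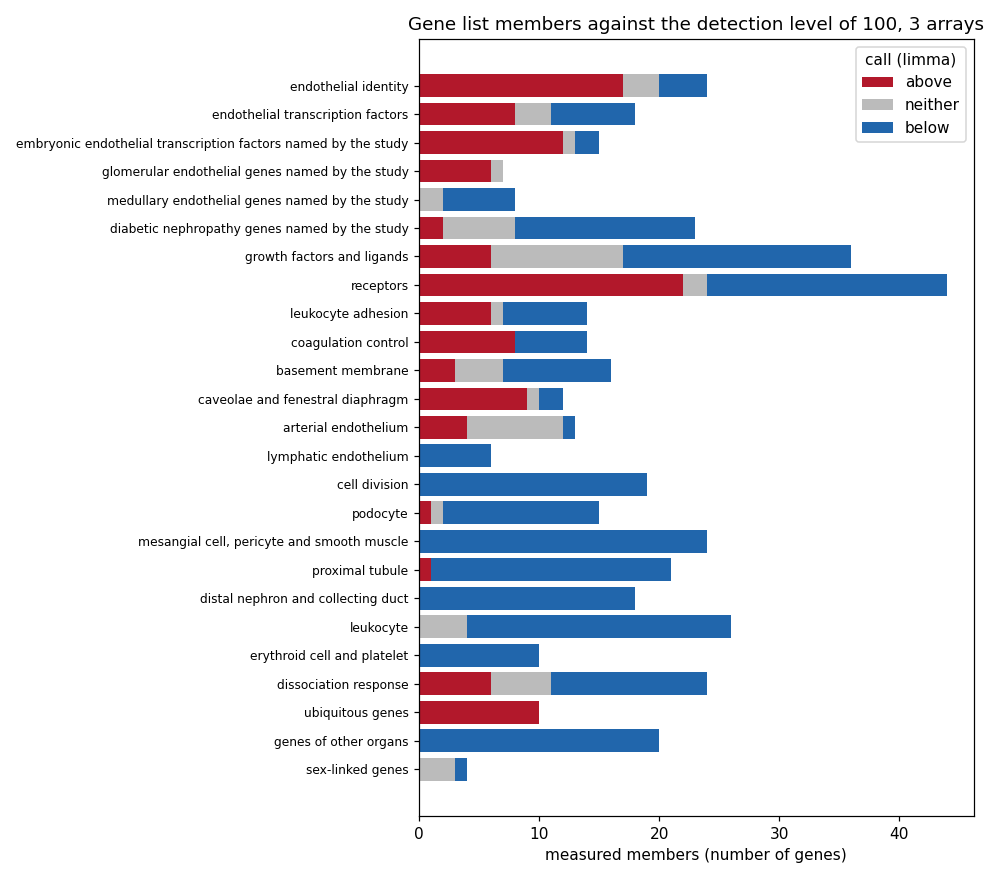
Number of measured members of each gene list that were called above, neither or below the detection level of 100 by limma over the 3 arrays (bars, number of genes). The endothelial identity list has 17 of 24 members above, while the mesangial and smooth muscle list has all 24 members below.

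Markers of other kidney cell types were measured below the level with few exceptions. Of 15 podocyte genes 13 were below, among them Nphs1 at 5.47, the slit diaphragm gene, and Synpo at 5.07 ± 0.03. The exception was Podxl at 9.86 ± 0.08 (adjusted p = 3.18e-05), a sialomucin gene that vascular endothelium also expresses. Foxc2 was called neither, at 6.51 ± 0.23. All 24 genes of mesangial cells, pericytes and smooth muscle were below, including Meis1 at 5.28, Pdgfrb at 4.22 ± 0.25 and Itga8 at 5.26 ± 0.72. Of 21 proximal tubule genes 20 were below, with Slc34a1 at 5.37, Lrp2 at 4.33, Kap at 4.56 ± 0.47 and Gpx3 at 3.72. The other, Cyp4b1, was at 8.95 ± 0.93 (adjusted p = 0.0277), and was not called above without replicate 1 or without replicate 5. All 18 genes of the distal nephron and collecting duct were below, with Umod at 5.15, Slc12a1 at 3.56, Slc12a3 at 4.75 ± 0.04 and Aqp2 at 5.48 ± 0.15.

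No leukocyte, red cell or lymphatic gene was called above the level by limma, nor at an unadjusted p under 0.05 or with the other variance prior, where the counts were also 0. Of 26 leukocyte genes, 22 were below and 4 neither. Ptprc, the common leukocyte antigen, was at 4.77 ± 0.18, Cd68 at 5.29 ± 0.03, Csf1r at 4.24 and C1qa at 5.33 ± 0.04. Cd14 and the MHC class II genes H2-Aa, H2-Ab1 and Cd74 were called neither, the last 3 with their highest values on replicate 1, at 7.85, 7.55 and 6.69. The other lists of this kind had all members below: 10 genes of red cells and platelets, with Alas2 at 5.28 ± 0.07 and Pf4 at 3.38, and 6 lymphatic genes, with Prox1 at 3.79 ± 0.08, Lyve1 at 5.03, Pdpn at 4.85 and the receptor gene Flt4 at 5.83. The globin genes were not analysed here. Genes of cell division were also low, with 19 of 19 below, among them Mki67 at 4.70, Top2a at 3.62 ± 0.08 and Cdk1 at 3.81. Their median of 4.02 was at percentile 0.975 of random lists.

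Ubiquitous genes and genes of other organs served as reference points. All 10 ubiquitous genes were called above, including Actb at 12.35 ± 0.22 and Ppia at 11.06 ± 0.13, and the ribosomal gene Rplp0 had 10.96, 11.16 and 10.89 on replicates 1, 3 and 5. Tbp, at 6.89 on each array, lost its call with the other variance prior (adjusted p = 0.111), which left 9 above and 1 neither. All 20 genes of other organs were called below, including Ins2 at 4.69, Gcg at 5.08 and Prm1 at 5.07 ± 0.03, and the highest was the muscle gene Ckm at 6.11. Of 24 genes that respond to tissue dissociation 6 were above, 13 below and 5 neither, and with the other variance prior 5, 14 and 5. The immediate early genes Fos at 5.39 ± 0.26 and Egr1 at 5.26 were below, whereas Jun at 8.99 ± 0.23 was above. The stress gene Atf3 was called neither at 5.32 ± 0.73.

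Over all 21789 probe sets that name a single gene, 3671 (16.8%) were called above the level of 100, 16156 (74.1%) below and 1962 (9%) neither. The level decides this count. At the 95th percentile of 1035 olfactory receptor probe sets, which gives a level of 28.9, 10880 were above, among them 10 of the 15 podocyte genes and 4 of the 26 leukocyte genes. A gene called below 100 is therefore not shown to be silent, and p-values measure only the spread between these 3 arrays, which was 0 for the 54.1% of probe sets with an identical value on all 3.

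Pearson's r across probe sets, which are not independent replicates, was 0.976 for replicates 1 and 3, 0.985 for replicates 1 and 5 and 0.975 for replicates 3 and 5. Probe sets with identical values enter these coefficients, and among the 4090 probe sets of at least 100 on all arrays r was 0.941, 0.963 and 0.940 for the same pairs. The highest and lowest array differed by over 2-fold for 1248 probe sets (5.73%). The number was 474 without replicate 3, 810 without replicate 5 and 844 without replicate 1. Part of each drop arises by construction, because a range over fewer arrays cannot be wider. Of those 4090, 367 (8.97%) differed by over 2-fold. The 10 widest ranges belonged to Stox2, Hmcn1 (2 probe sets), Mpp7, Mgp, Uxt (2 probe sets), Dnajc13, Gm12250 and Chd7. Except for Dnajc13, each of these probe sets had its lowest value under the olfactory receptor level, 4.85 on the log2 scale. The size and rank of those ranges therefore rest partly on values near background. Mgp, which encodes matrix Gla protein, an inhibitor of vessel calcification, had 5.37, 10.18 and 4.80 on replicates 1, 3 and 5. Stox2 had 3.81, 10.51 and 6.89, and Mpp7 5.23, 9.28 and 3.90. Both probe sets of Uxt were low on replicate 3, at 3.57 and 3.83, against 7.82 and 7.78 on replicate 1 and 8.84 and 8.91 on replicate 5. The interferon-inducible GTPase gene Gm12250 had 9.03, 7.33 and 4.12. Probe sets of the same gene did not agree for Hmcn1, where 36 of 77 had a range over 2-fold, for Chd7 with 10 of 30, for Dnajc13 with 11 of 15, or for Stox2 and Mpp7 with 1 of 2 each.

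On replicate 3, genes of arterial endothelium were higher and genes of glomerular endothelium lower than on the other arrays. The arterial list of 13 genes had a median shift of 0.69 log2 from the mean of the 3 arrays, at percentile 100 of 10000 random lists matched on level, and 10 of the 13 were highest on that array. With replicate 1 or 5 left out the shift was between 0.39 and 0.63, partly because a deviation from the mean of 2 arrays is smaller by construction. Besides Mgp, the elastic fibre gene Fbln5 was 8.55-fold, the Notch ligand gene Jag1 7.33-fold and the gap junction gene Gja5 4.32-fold higher than the mean of replicates 1 and 5. Gja4 had 7.60, 8.90 and 8.11 on replicates 1, 3 and 5, and Efnb2, the ephrin of arteries, 10.73, 10.82 and 11.35. Hey1 went the other way, with 5.22 on replicate 3 against 6.63 and 7.06. Against the detection level, 4 arterial genes were called above, 1 below and 8 neither, and 6 of them are also in other lists. The glomerular list had a median shift of -0.42 on the same array, at percentile 0.285, and 7 of 7 genes were lowest there, Ehd3 by 2.44-fold and Nostrin by 1.98-fold. It was between -0.33 and -0.31 with replicate 1 or 5 left out. Over the 11 measured genes of the longer glomerular list the shift was -0.42 (percentile 0.04) with 9 lowest, and over the 4 of them outside the first list -0.26 (percentile 4.83) with 2 lowest. Ubiquitous genes had a median shift of 0.00 on each array, but 5 of the 10 had identical values on all arrays. Outside these lists, Vegfc had 4.61, 8.37 and 4.61 on replicates 1, 3 and 5, Bmp2 was 4.24-fold higher on replicate 3, and Plat 4.99-fold, F8 4.73-fold and Gpihbp1 4.66-fold lower. Those 5 genes were chosen after their values were seen.

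**Figure D2:**
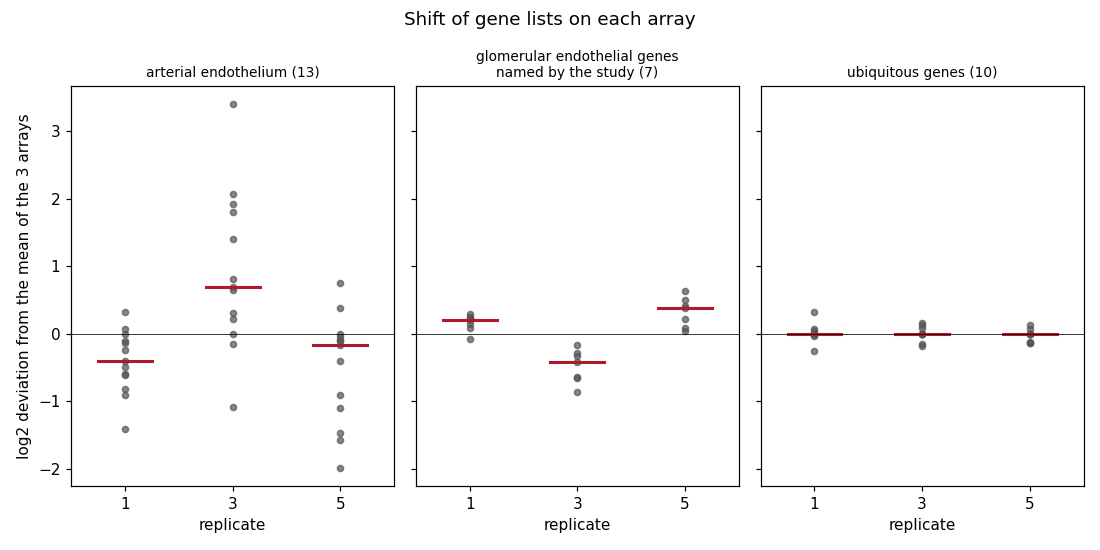
Log2 deviation of each list member (points) from its mean over the 3 arrays, for replicates 1, 3 and 5, with the list median as a line. On replicate 3 the median is 0.69 for the 13 arterial genes, -0.42 for the 7 glomerular genes and 0.00 for the 10 ubiquitous genes.

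On replicate 3 the endothelial identity list had a median shift of -0.10 (percentile 0.36) and on replicate 5 one of 0.10 (percentile 99.7). The dissociation list had a median shift of 0.06 on replicate 1 (percentile 99.99), with 9 of 24 genes highest there. Red cell and platelet genes had smaller shifts, 0.025 on replicate 3 (percentile 99.27) and -0.034 on replicate 5 (percentile 0.29). Ligands had -0.035 on replicate 1 (percentile 0.01) and receptors -0.00014 on replicate 3 (percentile 1.095). The Y-linked genes Eif2s3y, Uty and Kdm5d were highest on replicate 1, at 7.64, 6.50 and 6.12, and lowest on replicate 3, at 6.73, 4.50 and 4.85, while Xist was at 3.64 on all arrays. The median shift of these 4 sex-linked genes was 0.57 on replicate 1 (percentile 100) and -0.52 on replicate 3 (percentile 0.06). Of the 4, 1 was called below the level and 3 neither. Xist on all arrays and Uty on replicate 3 lay under the olfactory receptor level of 4.85, and Kdm5d on replicate 3 lay near it. Eif2s3y was at 6.73 or more on each array and Xist did not vary, so the shift is not evidence of a difference in sex. The podocyte, mesangial, proximal tubule and distal nephron lists had median shifts of 0.00, which says little because 7 of 15, 16 of 24, 14 of 21 and 13 of 18 of their genes had identical values on all arrays. Single members did vary, such as Itga8 with 6.08, 4.94 and 4.75 and Cyp4b1 with 9.31, 7.89 and 9.65 on replicates 1, 3 and 5, both chosen after their values were seen. Because most probe sets repeat a value between arrays, small shifts reach extreme percentiles. In simulated lists of 7 genes, an added shift of 0.1 passed the upper tail in 98.5% of lists. The random lists were matched on mean level and not on spread. Lists with few identical values, such as the glomerular (0 of 7) and arterial (1 of 13), may therefore reach extreme percentiles more readily.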

Values the study reported

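The study kept probe sets with a raw expression of at least 100 in 3 samples. For normal glomerular endothelial cells it gave raw values of over 1000 for Bmp6, near 1900 for thrombomodulin, near 375 for TGFβ1, near 150 for apelin and 230 for CD55.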

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

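The variance prior from probe sets with 3 distinct values, alone and with the olfactory receptor level, and the longer glomerular and medullary lists from the study's screens were chosen after seeing the data; all other alternatives were planned. A limma fit with a robust, trended prior could not be fitted, and the probe set with the lowest mean has no bearing on counts of probe sets. No paired analysis was possible because there is only 1 group. Signal over background sets a limit: a level under 28.9 lies within the range of most olfactory receptor probe sets. Calls below 100 therefore include both background and low signal. Of the alternatives tried for the counts, list percentiles and shifts that answer a question of the report, 200 stayed within the same bounds, 42 moved, 2 became weaker and 2 stronger. Of the other results 670 stayed so, 58 moved, 17 became weaker, 14 became stronger and 4 reversed. The detection level changed many of the counts. Probe sets above it were 6904 at 50, 1952 at 200, 10880 at the olfactory receptor level, 9859 at 32.9 and 9680 at the olfactory receptor level with the other prior. Probe sets below it were 9404, 10373 and 7889 at the last 3 of these, and 25591 when all probe sets in the table were tested, where more probe sets enter by construction. At a level of 50, 2 genes each of the cell division, podocyte and mesangial lists and 1 distal nephron gene were called above. At 200, 3 glomerular and 0 proximal tubule genes were. At the olfactory receptor level the counts above were 13 for endothelial transcription factors, 4 for cell division, 10 for podocyte, 8 for mesangial, 7 for proximal tubule, 5 for distal nephron and 4 for leukocyte genes. At 32.9 they were 13, 4, 9, 7, 6, 5 and 4 in the same order, and at the olfactory receptor level with the other prior 14, 4, 9, 6, 5, 4 and 5. With no variance moderation, 0 proximal tubule genes were above. Among probe sets of at least 100 on all arrays, the list median was at percentile 52.2 for endothelial transcription factors and 87.1 for glomerular genes. It turned to 32.6 for ligands and 9.85 for basement membrane genes. These percentiles leave out members under 100, so they do not place the whole lists. Among the same probe sets, 367 were over 2-fold apart. The leukocyte shift on replicate 1 was 0.00741 after quantile normalization. When each array was left out, the number of proximal tubule genes above ranged from 0 to 1, the leukocyte percentile from 2.46 to 11.6 and the number of probe sets over 2-fold apart from 474 (without replicate 3) to 844 (without replicate 1). Without replicate 3 the glomerular shift on replicate 1 turned to -0.084 (0.31 without replicate 5), and without replicate 1 the sex-linked shift on replicate 5 turned to 0.23. Probe sets above ranged from 3324 to 3795, those below from 15767 to 16135, and the shifts on replicate 3 from 0.39 to 0.63 for arterial and from -0.33 to -0.31 for glomerular genes. Except where the construction is named, the cause was not tested.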

Other observations

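In this part, the tests of array scale, of smooth muscle and leukocyte transcripts, of median polish and of repeated hybridization were chosen only after the result was seen. Several genes of the interferon-gamma response and of MHC class II were higher on replicate 1 than on the other arrays. Gbp4, which encodes an interferon-inducible guanylate-binding protein, had a linear level of 2209 on replicate 1 against 183 and 149 on replicates 3 and 5, and the interferon-inducible GTPase gene Iigp1 had 2026 against 248 and 185. Among MHC class II genes, H2-Aa had 231 against 11.8 and 11.1 and Cd74, the invariant chain, 103 against 20.3 and 20.7, where the values on replicates 3 and 5 are under the olfactory receptor level of 28.9. Those genes were chosen after their values were seen.

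Some high levels belonged to genes of the endothelial identity, basement membrane and receptor lists that have not been described above. Emcn, a sialomucin of capillaries and veins, was at 12.54 ± 0.42 (n = 3), Sparc, a matrix-binding glycoprotein gene, at 12.31 ± 0.13 and Calcrl, the receptor gene for adrenomedullin, at 11.73 on each array. The heat shock genes Hspa1a and Hsph1 varied, with 9.22, 9.40 and 6.38 and with 8.56, 6.34 and 7.55 on replicates 1, 3 and 5. These genes too were chosen after their values were seen.

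The design names no group, so no biological difference between groups was tested for any of the patterns that follow. The first is that arterial genes were higher and glomerular endothelial genes lower on replicate 3. A difference in scale of the whole array would move random lists of the same level alike, but the glomerular list was at percentile 0.285 and the arterial list at percentile 100 of such lists, and smooth muscle cells of arterioles carried through the sort would bring their abundant transcripts, but 0 of Acta2, Tagln, Myh11 and Cnn1 reached 100, with 36.9 for Acta2. A larger share of arterial endothelium among the sorted cells may account for it: 14 further arterial genes, listed before their values were looked at, had a median shift of 0.45 at percentile 100 of matched random lists, and 12 were highest on that array, among them Ltbp4 (3.32-fold) and Glul (2.79-fold). The glomerular side did not carry over as clearly, since 5 further genes, of which Lypd6, Lrrc2 and Cnmd come from the same screen of the study, had a median shift of -0.09 at percentile 12.99, with Smad6 and Lypd6 lowest on replicate 3. The study held that sieving of glomeruli would remove cell types other than podocytes and mesangial cells as contaminants. Whether arterial endothelium passed the sieving was not tested, nor was how the tissue of that kidney was dissected.

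The second pattern is the higher level of several MHC class II and interferon-inducible genes on replicate 1. Leukocytes carried through the sort, as the cause of the Gbp4 and Iigp1 signal, would bring other abundant transcripts to like levels, but 0 of 23 other leukocyte genes reached 100 there, the highest being 67.6. Leukocytes carried through the sort, as the cause of the MHC class II signal, cannot be told apart from endothelial expression. That signal is far lower, and leukocyte genes near background could miss a small share of such cells. Of the 23, 2 (Cd52 and S100a9) were over 1.5-fold higher on replicate 1. Both were under 28.9 on the other arrays, and Cd52 was under it on replicate 1 as well (19.6), so these folds do not decide the question. An interferon-gamma response of the sorted cells may account for part of it: 20 further inducible genes, listed before their values were looked at, had a median shift of 0.62 at percentile 100 and 14 were highest there, including Gbp7 (4.90-fold) and Tap1 (3.40-fold). The other 6, Cxcl9, Cxcl10, Irf8, Socs1, Tapbp and the MHC class II gene H2-Eb1 (38.9 on all arrays), were not highest there.

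The third pattern is that 54.1% of probe sets had identical values on all 3 arrays. The same hybridization deposited more than once is argued against by the 474 probe sets over 2-fold apart in the closest pair of arrays. Median polish of these 3 arrays together may produce such values, because 25.5% of probe sets of at least 100 on all arrays were identical. Simulated median polish of 25 probes gave identical values for 77.2% of probe sets with 3 arrays, and for 0 with 4, 6 or 12. It also gave them for 31.6% with 5, 13.2% with 7, 5.15% with 9 and 0.8% with 15. Median polish of 5 arrays is therefore not excluded. The rates with 7, 9 and 15 are under that 25.5%, which argues against median polish of so many arrays as the only source. Other numbers of probes were not simulated. Coarse steps of low signals may contribute as well, since 51.8% of the identical values of at least 100 were shared with another probe set, although none of the 37 identical probe sets with a mean log2 level of at least 10 shared its value. Both stay open, and how far the p-values of tied probe sets can be relied on under either was not tested.

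As antilogs of the mean log2 level, the levels here were 777 for Thbd, 313 for Bmp6, 102 for Tgfb1, 46.05 for Cd55 and 34.6 for Apln. They are all lower than the values quoted from the study above. Whether both are on the same scale, or come from the same arrays, is not given in the sources used here. The values from the study are all over 100, whereas here Cd55 and Apln were called below the level and Tgfb1 neither. A call below 100 here is therefore not a call by the study's filter.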
